A study of Homo sapiens and Mus musculus with 21 samples.

How the data were processed

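Gene expression was measured by RNA sequencing in 21 libraries: 5 of mouse mesothelioma cells, 8 of the human lines H2810 and H2731 with DMSO or GSK126, and 8 of the human lines H2810 and MSTO-211H with a hairpin against BAP1 or a random hairpin. Per the labels' protocols, RNA was extracted with a column kit, poly-A libraries were made with the TruSeq mRNA protocol, and single-end reads were sequenced on an Illumina HiSeq instrument. Per the submitters' processing notes, the tools used were TopHat2 2.0.12, TopHat, HTSeq and DESeq2, with no role or order given, and the named builds were the mouse builds mm10 and GRCm38. The human build is not given in the sources used here, nor are the annotation release, the strand setting of the counting, the handling of reads with several matches, the drug dose, the treatment times and the hairpin sequences. The deposited values are raw counts per Ensembl gene, with 1 column per library and no normalization by the authors, checked as whole numbers whose totals differ between libraries. Of 60674 human genes in the files, 60418 were found by ID in the GENCODE annotation of GRCh38, and 99.94% of these overlap the annotated gene on the same chromosome; of 41214 mouse genes, 40254 were found and 99.76% overlap. A line of the knockdown table that names no gene holds 0 counts, and it was left out.

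Libraries were grouped by the line, genotype, treatment or hairpin in their labels. Totals ran from 13693927 to 22916482 counts per library in the mouse, from 17927837 to 22927239 in the drug table and from 19707304 to 23217215 in the knockdown table. Each table was fitted alone with all its groups in edgeR 4.0.16 under R 4.3.3: genes were kept with filterByExpr, libraries scaled by TMM factors, and groups compared by quasi-likelihood F tests with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05. The SE of a log2 fold change is its size divided by the square root of F, and levels are CPM of the TMM-adjusted library size. The comparisons were BNC against NC in the mouse, GSK126 against DMSO in H2810 and in H2731, H2731 against H2810 under DMSO, shBAP1 against the random hairpin in H2810 and in MSTO-211H, and the difference of the 2 responses (interaction) for the drug and for the hairpin. The square root of the common dispersion was 0.539 in the mouse (12225 genes), 0.0311 in the drug table (15999 genes) and 0.0533 in the knockdown table (15872 genes).

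Gene lists, the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined. The 23 lists for the human lines were PR-DUB subunits and partners, PRC2 subunits, PRC1 subunits, HOX genes, developmental transcription factors, FGF ligands and receptors, MAPK output genes, receptor tyrosine kinases and ligands other than FGF, mesothelial markers, mesenchymal genes, epithelial genes, interferon-stimulated genes, antigen presentation, YAP/TEAD targets, proliferation genes, p53 targets and CDK inhibitors, sterol biosynthesis and SREBP targets, ATF4 and unfolded protein response, hypoxia and glycolysis, NF-kB and inflammatory cytokines, and leukocyte, endothelial and fibroblast markers. The mouse had 24, with sex-linked genes added. All 712 human entries and 705 of 707 mouse entries were matched to a gene. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, then with an estimated correlation and with fry. Named genes were BAP1, EZH2 and FGFR1 to FGFR4 (in the mouse also Nf2, Cdkn2a and Cdkn2b), the 8 largest rises and 8 largest falls among called genes with a mean log2 CPM of at least 1 and groups that did not overlap (5 and 5 for the 2 response differences and for the lines under DMSO), and from each list up to 3 called members with the smallest p, not all of which are printed. Genes with clone-type or predicted names, and in human lines genes that mark sex, were not named. Overlaps are counts of genes called in both comparisons, set beside the product of the shares of calls. A ratio of counts with 1 to 3 counts in one group has a 95% interval, and a group with no counts was set to a floor of 3 counts.

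The alternatives were RLE scaling, no filter on low counts, a stricter filter of at least 50 counts in 2 libraries, DESeq2 1.42.0, limma-voom, a fit of only the 2 groups compared, the replicate number as a block, and each library left out in turn. A fit with BNC replicates 4 and 5 counted as 1 library, and for the mouse a fit with a block for whether Xist or Ddx3y had more counts, were added after the data were seen. The median gene moved by at most 0.03 on the log2 scale under either scaling. Correlation of residuals between libraries with the same number in different groups ran from -0.214 to 0.27 in the mouse and from -0.139 to 0.225 in the human tables, so the numbers were not taken to pair libraries. Both human extremes were between lines. Within a line it was 0.204 with the hairpins and 0.151 with the drug in H2810, 0.0869 in H2731 and 0.0454 in MSTO-211H. A weak pairing within lines is therefore not ruled out. The method was tested on simulated counts with 200 changed genes: in H2810 with GSK126, 65.7% of 1.5-fold, 86.6% of 2-fold and 95.4% of 4-fold changes were called, and 2.96% of calls were unchanged genes. With the spread of the knockdown table these values were 70.1%, 73.1%, 98.5% and 3.59%, and with the spread of the mouse libraries 0% of 2-fold and 21.9% of 4-fold changes were called.

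For the sequence scan, residual log2 fold changes after regression on 3' UTR length, GC content and log2 CPM were compared between genes with and without each 7-mer, in canonical GENCODE transcripts with a 3' UTR of at least 50 bases and a mean log2 CPM of at least 1, for 7-mers with at least 100 genes on either side. The score is the mean difference divided by its standard error. For genes with ACCTTTA alone against genes with none of the 4 7-mers, the regression was refitted on the genes compared, after residuals over all genes had given -2.90 standard errors in H2810 and -5.71 in MSTO-211H. Shares of genes have 95% Clopper-Pearson intervals. For these shares, the shared falls and rises were not held to a mean log2 CPM of at least 1, while the other genes were.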

Results

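RNA sequencing counts per gene were collected for 21 libraries of mesothelioma cells, a tumour of the pleural lining. BAP1 is a deubiquitinase that acts on histones, and EZH2 is the histone methyltransferase of the Polycomb repressive complex PRC2. The mouse part held 3 libraries of BNC cells, labelled as lacking Bap1, Nf2 and Cdkn2ab, and 2 libraries of NC cells, labelled as lacking Nf2 and Cdkn2ab. The drug part held 8 libraries, 2 for each line and treatment: H2810, labelled BAP1 wildtype, and H2731, labelled BAP1 mutated, each with the vehicle DMSO or with GSK126, an inhibitor of EZH2. The knockdown part held 8 libraries, 2 for each line and hairpin: H2810 and MSTO-211H with an shRNA against BAP1 (shBAP1) or a random shRNA.

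Library totals were 20626601, 20318006 and 22916482 counts for BNC replicates 4, 5 and 6, and 13693927 and 19190441 for NC replicates 4 and 5. In the drug part, replicates 1 and 2 held 17927837 and 21094616 counts for H2810 with DMSO, 19183548 and 19624788 for H2810 with GSK126, 22927239 and 19626997 for H2731 with DMSO, and 20239147 and 20958187 for H2731 with GSK126. In the knockdown part they held 23112712 and 20127486 counts for H2810 with the random hairpin, 22720632 and 19707304 for H2810 with shBAP1, 21100693 and 20924941 for MSTO-211H with the random hairpin, and 21323242 and 23217215 for MSTO-211H with shBAP1. FN1, which encodes fibronectin, took 4.86% and 3.20% of the counts in the libraries of H2810 with the random hairpin, against 2.39% and 1.63% in those with shBAP1. The labels do not say whether replicates were separate cultures, so each p-value measures the spread between these samples, which can be technical only. That spread was shared over all groups of a table. In the knockdown part, chi-square per degree of freedom between replicates was 17.85 and 18.21 in the H2810 groups, against 2.31 and 2.34 in MSTO-211H. The shared spread can thus be too small for H2810 and too large for MSTO-211H. Effects are log2 fold changes ± SE and levels are TMM-adjusted CPM ± SD, with 2 libraries per group in the human lines. Adjusted p-values are from edgeR quasi-likelihood tests with the Benjamini-Hochberg method unless another test is named. Genes named for the size of their change were ranked among called genes with a mean log2 CPM of at least 1. For each of them, the libraries of one group all lay on one side of those of the other. Counting intervals and floors cover counting error only.

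The effect of BAP1 knockdown was compared first in H2810. BAP1 itself (ENSG00000163930, chromosome 3, 52401008 to 52410008) fell by 2.79 ± 0.13 on the log2 scale, from 116 ± 1.54 to 16.9 ± 4.90 CPM (adjusted p = 5.74e-08). Of 15872 genes tested, 7277 were called, 3576 higher and 3701 lower, and 247 of the higher and 966 of the lower genes changed at least 2-fold. The balance of higher and lower calls moved with the setting: 49.1% of calls were higher with TMM, 52.1% with RLE factors, 53.8% with no filter on low counts, 56.6% with DESeq2, and 50.1 to 54.6% with a library left out. KRT80, a keratin, rose most (ENSG00000167767, 3.21 ± 0.07, adjusted p = 6.01e-10), followed by the interferon-induced GTPase MX1 at 2.59 ± 0.07 (357 ± 11.6 against 59.3 ± 0.934 CPM). The other large rises were CLDN1 of tight junctions, the acute-phase gene SAA2, which has close paralogs, the antiviral genes MX2 and OAS3, the protease inhibitor SERPINB2 and the semaphorin SEMA3F, at 2.21 to 2.47. Among called genes with a mean log2 CPM of at least 1, OMD, a matrix proteoglycan, fell most (-3.56 ± 0.15), then DAAM2 of Wnt signalling (-3.11 ± 0.22). ABLIM1 and LPP of the actin cytoskeleton, the MYC antagonist MXI1, the butyrophilin-like BTNL9 and the proteoglycan DCN fell by 2.54 to 2.78. The 3' UTRs of DAAM2, ABLIM1, LPP and OAS3 hold GCACCTT, the 7-mer examined at the end, and those of KRT80 and LPP hold GTAGGC, which is part of the 4 7-mers with the highest scores in H2810.

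**Figure D1:**
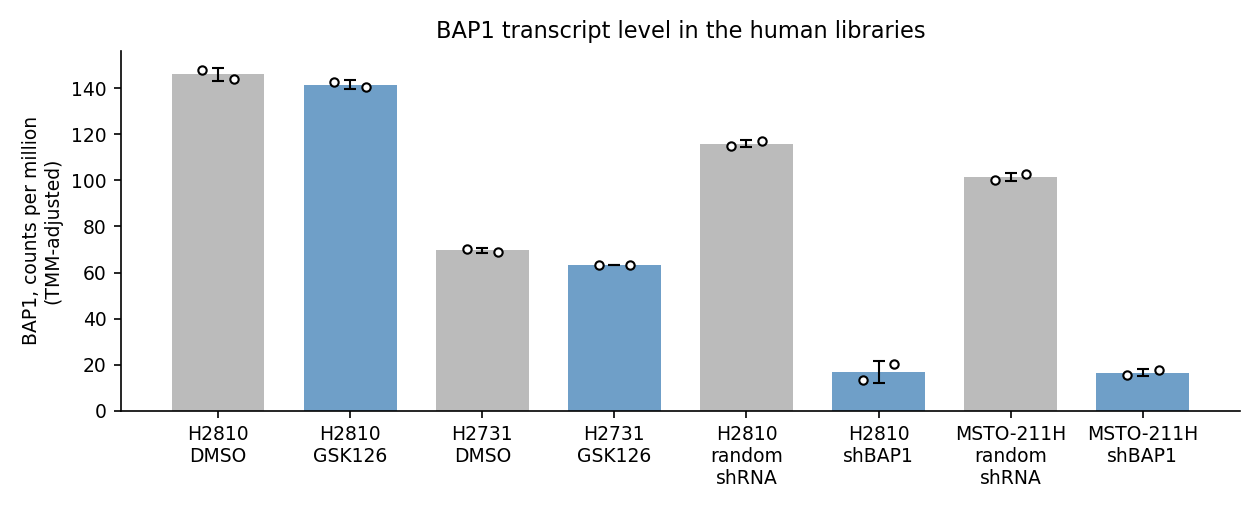
BAP1 level in the 8 human groups: bars show mean TMM-adjusted CPM, error bars the SD and open circles the 2 libraries of each group. The shBAP1 groups lie at 16.9 CPM in H2810 and 16.6 CPM in MSTO-211H, against 116 and 101 CPM with the random hairpin.

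EZH2 rose with shBAP1 in H2810 (0.21 ± 0.06, adjusted p = 0.009). FGFR1, a receptor for fibroblast growth factors, was not called (0.02 ± 0.05, adjusted p = 0.802), nor was FGFR3 (-0.39 ± 0.17, adjusted p = 0.0799), which was called without shBAP1 replicate 2 (-0.57). FGFR4 was called at 0.35 ± 0.13 (adjusted p = 0.0489), but not with DESeq2 (adjusted p = 0.237), the stricter filter (0.0584), only the 2 groups compared (0.0796), the replicate block (0.069), or without any single one of the 4 libraries (0.0741 to 0.138), and FGFR2 had too few counts to be tested.

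Interferon-stimulated genes moved together with shBAP1 in H2810: 37 of 40 rose and 1 fell, and adjusted over the list alone the counts were the same. Their median change was 1.11, and camera called the list at adjusted p = 1.79e-81 (0.00166 with an estimated correlation). IFI6, an interferon-induced mitochondrial protein, rose by 1.75 ± 0.05. The 1 member that fell was GBP2, an interferon-inducible GTPase, named after its value was seen (-1.01 ± 0.09). Genes of antigen presentation rose in 13 of 20 cases and fell in 2, among them the peptide transporter TAP1 at 1.09. Sterol genes rose in 27 of 32 cases and fell in 2, including the regulator SREBF2 at 1.01. The proliferation list had 32 higher and 2 lower of 40 (33 and 2 adjusted over the list alone), with the replication helicase gene MCM2 at 0.92. NF-kB and cytokine genes had 19 higher and 2 lower of 28 (20 and 2 adjusted over the list alone), with the cytokine IL6 at 1.96 and the mitochondrial dismutase SOD2 at 1.46. Fibroblast markers fell in 11 of 15 cases and rose in 2, with the chemokine CXCL12 at -1.62. Mesenchymal genes fell in 19 of 31 cases and rose in 7, with the matrix gene THBS1 at -1.48 and the transcription factor SNAI2 at -0.99. ATF4 and unfolded protein genes rose in 16 of 30 cases and fell in 5. Apart from the lists given with separate values, adjusting over the list alone left these counts as they were. Camera called sterol at adjusted p = 1.58e-13, proliferation at 2.34e-12, NF-kB at 3.9e-08, fibroblast at 4.32e-07, antigen presentation at 1.46e-06, mesenchymal at 0.00387 and ATF4 at 0.00406. None of these 7 calls held with an estimated correlation, where the adjusted p was 0.12, 0.119, 0.119, 0.12, 0.161, 0.517 and 0.296 in that order.

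The other lists were not called in H2810 with shBAP1 (camera adjusted p from 0.135 to 0.927). YAP/TEAD target genes had 7 higher and 11 lower of 25, although the matricellular gene CCN2 fell by 2.54 ± 0.06 and the tissue factor gene F3 by 2.44. Developmental transcription factors, known targets of Polycomb, had 11 higher and 18 lower of 63 (12 and 19 adjusted over the list alone), and HOX genes 5 higher and 9 lower of 33. PR-DUB subunits and partners, the complex that holds BAP1, had 2 higher and 1 lower of 10, PRC2 subunits 5 and 3 of 12, and PRC1 subunits 3 and 5 of 20. The 1 lower PR-DUB member was BAP1 itself, the target of the hairpin. Receptor tyrosine kinases and ligands other than FGF had 8 higher and 13 lower of 36, FGF ligands and receptors 4 and 4 of 16 (5 and 4 adjusted over the list alone), and MAPK output genes 9 and 8 of 24 (9 and 9 adjusted over the list alone). Mesothelial markers had 6 higher and 5 lower of 19, epithelial genes 2 and 4 of 14, hypoxia and glycolysis 12 and 6 of 30 (13 and 6 adjusted over the list alone), and p53 targets and CDK inhibitors 11 and 6 of 26 (12 and 6 adjusted over the list alone). Leukocyte markers had 0 higher and 1 lower of 5, and endothelial markers 1 and 1 of 8 (1 and 0 adjusted over the list alone). Lists without a separate value had the same counts adjusted over the list alone.

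In MSTO-211H the hairpin against BAP1 lowered its target by 6.12-fold, from 101 ± 1.84 to 16.6 ± 1.64 CPM (-2.61 ± 0.13, adjusted p = 6.07e-08). With it, 7327 genes were called, 3440 higher and 3887 lower, and 438 of the higher and 1030 of the lower genes changed at least 2-fold. Here too the balance turned with the scaling: 51.5% of calls were higher with RLE factors. FGFR3, a receptor for fibroblast growth factors (ENSG00000068078), rose from 0.936 ± 0.0289 to 7.18 ± 0.184 CPM (2.93 ± 0.19, adjusted p = 4.99e-07). Larger rises were seen for the salt transporter SLC12A3 (4.66 ± 0.27), the transcription inhibitor ID2 (4.22 ± 0.16) and ERVFRD-1, an endogenous retroviral envelope gene (3.88 ± 0.19). The zinc finger gene ZNF467, the chemokine CCL5, IGHE and the noncoding LINC02593 rose by 2.66 to 2.86, where IGHE is an immunoglobulin segment whose counts may include related loci. The largest falls were SYT14, a synaptotagmin (-3.52 ± 0.18), CRYBG1 (-3.26 ± 0.22) and the neuronal adaptor BEX1 (-3.20 ± 0.14). TGFB1I1 of focal adhesions, the cell death gene HRK, thrombomodulin THBD, the carbonic anhydrase CA9 and the troponin TNNT1 fell by 2.91 to 3.16. GCACCTT occurs in the 3' UTRs of BEX1, HRK, THBD and FGFR3.

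FGFR1 fell in MSTO-211H (-0.39 ± 0.06, adjusted p = 0.00018), and EZH2 rose (0.27 ± 0.05, adjusted p = 0.00152). FGFR4 was called at 0.51 ± 0.15 (adjusted p = 0.0143), but not with DESeq2 (adjusted p = 0.086), without shBAP1 replicate 2 (0.0952) or without random hairpin replicate 2 (0.0889). Among FGF ligands, FGF18 rose by 1.99 and FGF5 fell by 1.12.

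HOX genes, which set position along the body axis, fell in 23 of 33 cases in MSTO-211H and none rose (0 higher and 24 lower adjusted over the list alone), with a median of -0.52. HOXD13 fell by 1.81 and HOXC13 by 1.40. NF-kB and cytokine genes rose in 16 of 28 cases and none fell (16 higher and 1 lower adjusted over the list alone), with the apoptosis inhibitor BIRC3 at 1.42 and SOD2 at 1.42. Targets of p53 rose in 14 of 26 cases and fell in 2 (17 and 4 adjusted over the list alone), with the p53 regulator MDM2 at 0.52 and ZMAT3 at 0.90. Sterol genes had 24 higher and 3 lower of 32, with HMGCS1 of the mevalonate pathway at 0.93. The proliferation list had 20 higher and 10 lower of 40 (21 and 11 adjusted over the list alone). YAP/TEAD targets had 5 higher and 9 lower of 25, with F3 at -1.97 and the receptor kinase AXL at -1.65. Mesenchymal genes had 7 higher and 16 lower of 31, with SNAI2 at -2.24. Mesothelial markers had 10 higher and 4 lower of 19, with calretinin CALB2 at 2.23 and uroplakin UPK3B at 2.19. Epithelial genes had 5 higher and 0 lower of 14. Where no separate value is given, the counts were the same adjusted over the list alone.

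Camera called these 9 lists in MSTO-211H, with adjusted p = 0.00221 for HOX, 3.6e-13 for NF-kB, 0.00221 for p53, 2.86e-06 for sterol, 0.000134 for proliferation, 0.00628 for YAP/TEAD, 0.011 for mesenchymal, 0.0103 for mesothelial and 0.0498 for epithelial. None held with an estimated correlation, where the adjusted p was 0.129, 0.102, 0.129, 0.315, 0.315, 0.374, 0.569, 0.464 and 0.381 in that order. For HOX and p53 the estimated correlation, -0.0176 and -0.0166, lay below the preset 0.01. Their unadjusted camera p still rose, from 0.000482 to 0.016 and from 0.000408 to 0.0168. A higher correlation between genes therefore does not explain those losses. For the mesothelial list the median was 0.26 and the mean -0.03 while camera pointed up, and for the epithelial list the median was 0.03 and the mean -0.06 while camera pointed up. Interferon-stimulated genes were not called as a list, with 12 higher and 14 lower of 40, also adjusted over the list alone (camera adjusted p = 0.595): OASL rose by 1.10 while GBP1 fell by 2.50 and PARP9 by 2.23. Of 5 leukocyte markers, 2 were higher and 2 lower, also adjusted over the list alone, and the list was not called (camera adjusted p = 0.602): at low levels PTPRC (3.03 ± 0.42, 1.61 against 0.193 CPM) and ITGAM (2.99 ± 0.38) rose, and CORO1A (-1.62 ± 0.55) and ADGRE1 (-3.15 ± 0.62) fell.

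Whether the lines answered shBAP1 differently was tested as a difference of effects, MSTO-211H minus H2810. It was called for 4397 genes, 1783 higher (1177 without MSTO-211H random hairpin replicate 2) and 2614 lower, and not for BAP1 itself (0.18 ± 0.18, adjusted p = 0.532). That BAP1 value ran from -0.11 without H2810 shBAP1 replicate 1 to 0.49 without H2810 shBAP1 replicate 2, where it was called. Interferon-stimulated genes had a lower effect in MSTO-211H for 29 of 40 members and a higher one for 3 (30 and 3 adjusted over the list alone), with a median difference of -1.13 (camera adjusted p = 1.07e-30, and 0.0088 with an estimated correlation). The difference was -3.82 ± 0.20 for MX1 and -3.38 ± 0.14 for GBP1. Levels were low in MSTO-211H, where MX1 went from 133 to 59 counts and GBP1 from 474 to 87. In H2810 they went from 2601 to 15386 and from 2080 to 3730. FGFR3 (3.33 ± 0.26, adjusted p = 6.94e-06) and FGFR1 (-0.41 ± 0.07, adjusted p = 0.00191) differed too. For HOX genes the effect was lower in MSTO-211H for 11 of 33 members and higher for 1 (13 and 1 adjusted over the list alone), and camera called the list (adjusted p = 0.0107), though not with an estimated correlation (adjusted p = 0.16).

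**Figure D2:**
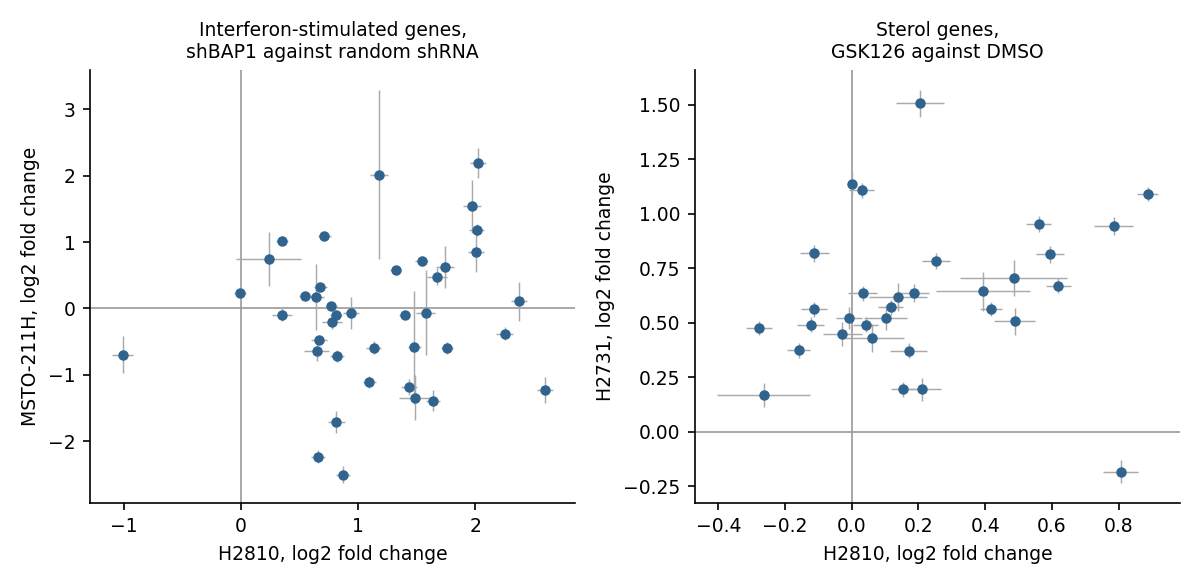
Log2 fold change of each list member in 2 lines, with SE as error bars: interferon-stimulated genes with shBAP1 in H2810 against MSTO-211H on the left, sterol genes with GSK126 in H2810 against H2731 on the right. Medians on the left are 1.11 in H2810 and -0.08 in MSTO-211H, and on the right 0.15 in H2810 and 0.57 in H2731.

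Inhibition of EZH2 in the BAP1 wildtype line H2810 was examined next. GSK126 raised 2610 genes and lowered 2071 of 15999 tested, and 471 rises against 56 falls were at least 2-fold. The number lowered was 1299 without GSK126 replicate 1 and 1284 without GSK126 replicate 2. Among called genes with a mean log2 CPM of at least 1, KIF26B, a kinesin-like gene (ENSG00000162849), rose most (2.76 ± 0.21, 5.90 ± 0.556 against 0.876 ± 0.134 CPM, adjusted p = 4.04e-09). The secreted FAM180A, the muscle gene IGFN1, VWA5A, the envelope gene ERVFRD-1, PSG4 of a family of near-identical pregnancy glycoproteins and the synaptic gene UNC13A rose by 2.31 to 2.70. The cholesterol exporter ABCA1 rose by 2.38 ± 0.09 (29.0 ± 0.393 against 5.54 ± 0.168 CPM). Falls were led by the placental phosphatase ALPG (-1.90 ± 0.20), and its close paralog ALPP fell by 1.31 ± 0.05, so reads shared between them can count for either. UBBP4, a ubiquitin pseudogene, fell by 1.63 ± 0.55 but was not called with DESeq2 (adjusted p = 0.248), with limma-voom (0.0876), or without GSK126 replicate 1 (0.101) or 2 (0.0859). The methyltransferase INMT (-1.59), the kinase MYLK3 (-1.33), the semaphorin SEMA3C (-1.13 ± 0.04), AGFG2 (-1.13) and the plasminogen activator PLAT (-1.13) completed the falls. EZH2 itself rose (0.23 ± 0.06, 39.0 against 33.1 CPM, adjusted p = 0.00315), as did FGFR1 (0.26 ± 0.04, adjusted p = 4.8e-05), while the ligand FGF2 fell by 0.55 ± 0.04. FGFR4 was called at 0.27 ± 0.09 (adjusted p = 0.0314), but not with DESeq2 (adjusted p = 0.186), with no filter on low counts (0.0529), or without DMSO replicate 1 (0.0981), DMSO replicate 2 (0.105) or GSK126 replicate 2 (0.244). BAP1 (-0.04 ± 0.04, adjusted p = 0.446) and FGFR3 (-0.09 ± 0.14, adjusted p = 0.703) were not called.

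Interferon-stimulated genes rose with GSK126 in H2810 in 36 of 40 cases and fell in 3, with the same counts adjusted over the list alone and a median of 0.55. MX2 rose by 1.67 ± 0.05, MX1 by 1.27 ± 0.04 (298 against 124 CPM) and IFI6 by 1.07 ± 0.03. The 3 that fell, named after their values were seen, were the transcription factor IRF1 (-0.24 ± 0.05), OASL (-0.17 ± 0.04) and IFIT2 (-0.14 ± 0.04), of which IFIT2 was not called with DESeq2 (adjusted p = 0.055) or without GSK126 replicate 1 (0.0948). Antigen presentation genes rose in 15 of 20 cases and fell in 1, again with the same counts adjusted over the list alone, with HLA-F at 0.86 ± 0.05 and B2M at 0.49 ± 0.03. Camera called the first list at adjusted p = 4.39e-72 (0.00553 with an estimated correlation) and the second at 1.09e-08 (0.0301 with an estimated correlation). Sterol genes had 17 higher and 4 lower of 32 (17 and 5 adjusted over the list alone), including the desaturase SCD at 0.89 ± 0.03. The proliferation list had 19 higher and 7 lower of 40, including CCNE2 and CDC6 of DNA replication at 1.13 and 0.72. Fibroblast markers had 6 higher and 0 lower of 14, with the Wnt antagonist SFRP1 at 1.52 ± 0.11. YAP/TEAD targets had 6 higher and 13 lower of 25 (6 and 14 adjusted over the list alone), with CCN2 at -0.80 ± 0.03. Mesenchymal genes had 6 higher and 16 lower of 32 (6 and 17 adjusted over the list alone), and mesothelial markers 4 and 8 of 20 (4 and 9 adjusted over the list alone). These 6 lists were called by camera at adjusted p = 1.45e-05, 0.00284, 5.47e-05, 0.000624, 0.0487 and 0.0487 in that order. They were not called with an estimated correlation, where the adjusted p was 0.0528, 0.232, 0.0532, 0.232, 0.388 and 0.232. HOX genes (3 higher and 4 lower of 31) and developmental transcription factors (16 higher and 12 lower of 72) were not called as lists (camera adjusted p = 0.88 and 0.953). Endothelial markers (5 higher and 1 lower of 9, median 0.40) and leukocyte markers (1 higher and 0 lower of 6) were not called either (camera adjusted p = 0.0889 and 0.37).

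The same inhibitor was then compared in H2731, labelled BAP1 mutated. GSK126 raised 2210 genes and lowered 1749, of which 202 rises and 44 falls were at least 2-fold. The balance moved with the setting: 55.8% of calls were higher with edgeR and 65.5% with DESeq2, which called 1391 higher and 732 lower. The total of 3959 dropped to 2619 without H2731 DMSO replicate 1 (1050 lowered) and to 2338 without H2731 GSK126 replicate 2 (846 lowered). PRUNE2, a regulator of differentiation (ENSG00000106772), rose most (2.81 ± 0.09, 47.5 ± 3.92 against 6.80 ± 0.828 CPM, adjusted p = 5.85e-14). The transporter SLCO4C1, the prohormone protease PCSK2, the steroid enzyme HSD17B2, the Wnt antagonist SFRP4, the keratin KRT34, the chromatin protein HMGA2 and FILIP1L rose by 1.64 to 2.51. The sphingomyelinase SMPD3 fell by 1.14 ± 0.05 (55.1 ± 2.51 against 121 ± 7.09 CPM), and the mesothelial uroplakin UPK3B by 0.87 ± 0.04. The synaptic PRRT2, the vasoconstrictor EDN2, MROH6 and the lipid transporter SPNS2 fell by 0.92 to 1.21. LMNTD2-AS1, an antisense RNA that counting without regard to strand would mix with its host, was called at -0.94 ± 0.32 (adjusted p = 0.0367), but not with limma-voom (0.0516) or without DMSO replicate 1 (0.0982) or 2 (0.172), and without GSK126 replicate 2 its effect was -0.42 (0.415). The actin regulator CORO1A was called at -0.87 ± 0.23 (adjusted p = 0.00913), but not without DMSO replicate 1 (0.0888) or GSK126 replicate 1 (0.0558). FGFR3 fell by 0.43 ± 0.06 (adjusted p = 4.54e-05) and FGF2 rose by 0.44 ± 0.04. FGFR4 was called at 0.26 ± 0.07 (adjusted p = 0.0138) and BAP1 at -0.14 ± 0.04 (adjusted p = 0.0223), neither with DESeq2 (adjusted p = 0.154 and 0.14). FGFR4 was also not called without DMSO replicate 2 (0.0939) or GSK126 replicate 1 (0.084), and BAP1 not with no filter on low counts (0.0758) or without DMSO replicate 1 (0.113), GSK126 replicate 1 (0.0902) or GSK126 replicate 2 (0.111). EZH2 (-0.05 ± 0.04, adjusted p = 0.501), FGFR1 (-0.05 ± 0.04, adjusted p = 0.383) and FGFR2 (-0.08 ± 0.23, adjusted p = 0.846) were not called.

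Sterol genes rose with GSK126 in H2731 in 31 of 32 cases and 1 fell, with the same counts adjusted over the list alone and a median of 0.57 (camera adjusted p = 1.19e-95, and 0.000406 with an estimated correlation). HMGCS1 of the mevalonate pathway rose by 1.11 ± 0.03 (1023 against 475 CPM), SCD by 1.09 ± 0.03 and the sterol sensor INSIG1 by 0.95 ± 0.04. The 1 that fell, named after its value was seen, was the regulator SREBF1 (-0.18 ± 0.05, adjusted p = 0.0143), not called without DMSO replicate 1 (0.149) or GSK126 replicate 2 (0.282). YAP/TEAD targets had 10 higher and 6 lower of 25 (10 and 7 adjusted over the list alone), with ANKRD1 at 1.26 ± 0.04. Mesenchymal genes had 14 higher and 4 lower of 32 (17 and 5 adjusted over the list alone), with the growth factor TGFB2 at 1.30. Fibroblast markers had 5 higher and 1 lower of 14 (6 and 1 adjusted over the list alone), and ATF4 and unfolded protein genes 12 and 1 of 30 (12 and 2 adjusted over the list alone). Receptor tyrosine kinases and ligands other than FGF had 15 higher and 5 lower of 40 (16 and 5 adjusted over the list alone), with the ligand NRG1 at 0.80 and the receptor MET at 0.65. These 5 lists had camera adjusted p = 5.16e-05, 0.00047, 0.00146, 0.00702 and 0.0156, and none held with an estimated correlation (adjusted p = 0.254, 0.254, 0.204, 0.336 and 0.336). HOX genes had 6 higher and 0 lower of 31, with HOXB9 at 1.22 ± 0.08, and interferon-stimulated genes 9 and 4 of 40, with the same counts adjusted over the list alone. Neither was called as a list (camera adjusted p = 0.0691 and 0.555).

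The difference of the GSK126 effects, H2731 minus H2810, was called for 2358 genes, 1292 higher and 1066 lower. Sterol genes had the larger effect in H2731 for 22 of 32 members and the smaller for 1 (23 and 1 adjusted over the list alone), with a median difference of 0.44 (camera adjusted p = 5.66e-24, and 0.00675 with an estimated correlation). Interferon-stimulated genes had the lower effect in H2731 for 18 of 40 members and the higher for 2 (19 and 2 adjusted over the list alone), with a median of -0.44 (camera adjusted p = 7.73e-13, and 0.054 with an estimated correlation). The list lay far lower in H2731 than in H2810 under DMSO (median -3.68). In H2731 with DMSO and GSK126, IFI27 held 12 and 13 counts and OASL 14 and 16, while ISG15 held 1076 and 763. A response of members near the floor is poorly measured there. ABCA1 differed by -3.93 ± 0.27, the junction protein JUP by -1.63 ± 0.06 and FGF2 by 0.99 ± 0.06. FGFR1 differed too (-0.31 ± 0.05, adjusted p = 0.000505), and EZH2 by -0.28 ± 0.07 (adjusted p = 0.00989), though not with DESeq2 (adjusted p = 0.0903) or without H2810 GSK126 replicate 2 (0.0528). The differences for FGFR3 (-0.33 ± 0.15, adjusted p = 0.171) and BAP1 (-0.10 ± 0.06, adjusted p = 0.303) were not called.

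How the lines differed without the drug was compared under DMSO. BAP1 was lower in H2731 than in H2810 (69.7 ± 1.04 against 146 ± 2.85 CPM, -1.07 ± 0.04, adjusted p = 2.95e-15), and EZH2 was higher (79.9 ± 1.72 against 33.1 ± 0.433 CPM, 1.27 ± 0.05). FGFR3 (2.81 ± 0.09), FGFR4 (0.60 ± 0.09) and FGFR1 (0.48 ± 0.04) were higher in H2731, and FGFR2 held 94 counts against 3, a ratio of 28.7 (95% counting interval 9.54 to 141.8). The keratin KRT19 held 55847 counts in H2731 and 1 in H2810. Against a floor of 3 counts over a group with none, LNCAROD was at least 1847-fold, the fibrillin FBN2 at least 1824-fold, ASS1 of arginine synthesis at least 1582-fold and the acyl-CoA synthetase SLC27A2 at least 967.8-fold higher in H2731. The dehydrogenase ADH1B was at least 4656-fold, the signalling regulator RGS4 at least 2637-fold, the death ligand TNFSF10 at least 1184-fold and the Wnt antagonist SOST at least 977.8-fold higher in H2810. The proteoglycan BGN held 3 counts in H2731 and 38623 in H2810. Of 15999 genes, 13153 were called, 6644 higher and 6509 lower in H2731.

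Interferon-stimulated genes were lower in H2731 for 39 of 40 members and higher for 0, and 26 of 32 mesenchymal genes were lower and 4 higher. For proliferation genes 39 of 40 were higher in H2731, with MCM2 at 2.42, and 1 was lower, CCNE1 (-0.32 ± 0.13, adjusted p = 0.0299), named after its value was seen. CCNE1 was not called with DESeq2 (adjusted p = 0.148), or without H2731 replicate 2 (0.235), H2810 replicate 1 (0.0964) or H2810 replicate 2 (0.056). Sterol genes were higher in 25 of 32 cases and lower in 2, antigen presentation 2 and 16 of 20, fibroblast markers 3 and 11 of 14, HOX genes 3 and 24 of 31, NF-kB genes 7 and 19 of 27, and ATF4 genes 20 and 8 of 30. Adjusted over the list alone the counts were the same, except 20 and 9 for ATF4. Camera called the interferon list at adjusted p = 3.09e-49 (0.0472 with an estimated correlation). It called mesenchymal at 1.14e-16, proliferation at 6.01e-13, sterol at 2.65e-09, antigen presentation at 3.51e-05, fibroblast at 2.11e-05, HOX at 0.0168, NF-kB at 0.0245 and ATF4 at 0.0245. None of these 8 held with an estimated correlation (adjusted p = 0.0639, 0.0865, 0.0639, 0.0639, 0.1, 0.431, 0.233 and 0.463). With 1 line per BAP1 state, line and genotype are confounded.

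In the mouse, cells labelled with and without a Bap1 deletion were compared. Bap1 (ENSMUSG00000021901, chromosome 14, 31251450 to 31259944) stood at 36.0 ± 7.18 CPM in 3 BNC libraries and 61.1 ± 1.31 CPM in 2 NC libraries, with every BNC library below both NC libraries. Its change of -0.76 ± 0.23 was not called (adjusted p = 0.62), and a count over a whole gene does not resolve a deleted exon. Cdkn2a held 0, 2, 5, 0 and 6 counts in the 5 libraries and Cdkn2b 0 in each, while Nf2, labelled as lacking in all of them, held 3632, 3548 and 1880 counts in BNC and 1611 and 2391 in NC. Fgfr1 (2.18 ± 0.79, adjusted p = 0.694) and Fgfr2 (2.17 ± 1.06, adjusted p = 0.798) lay higher in every BNC library but were not called. Fgfr3 (-1.26 ± 0.73), Nf2 (0.31 ± 0.38) and Ezh2 (-0.05 ± 0.43) were not called either, and Fgfr4 had too few counts to be tested. Of 12225 genes, 0 were called by edgeR with a mean per group alone, while 823 had an unadjusted p under 0.05 and the lowest adjusted p was 0.465. DESeq2 called 302, 89 higher and 213 lower, limma-voom 0, and edgeR with replicate number as a block 1.

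BNC replicates 4 and 5 lay close together (r = 0.9966 across genes) and far from replicate 6 (0.8632 and 0.8659), and the 2 NC libraries were also apart (0.9069). Xist held 5, 7 and 11606 counts in BNC replicates 4, 5 and 6 and 12 and 10726 in NC replicates 4 and 5, and Ddx3y 1595, 1461 and 0 against 1198 and 0, so each group held libraries of both patterns. The model of the main test leaves this split in the spread. With the pattern as a block, chosen after the data were seen, the common coefficient of variation went from 0.539 to 0.367, 1 gene was called between BNC and NC (lower, adjusted p = 0.0458), 1670 had an unadjusted p under 0.05, and 139 were called between the patterns. Bap1 was not called then either (-0.74, adjusted p = 0.243). In data simulated with the spread of the main test, without the block, 0% of genes changed by 2-fold and 21.9% of those changed by 4-fold were called. Sterol genes lay higher in BNC as a list (median 0.56 over 31 genes, camera adjusted p = 2.48e-13), 10 of them higher and 0 lower adjusted over the list alone and 0 over all genes, but not with an estimated correlation (adjusted p = 0.202). ATF4 genes also lay higher (adjusted p = 4.09e-05), and interferon-stimulated (0.000163), HOX (0.000699), mesothelial (0.0018), hypoxia (0.0141) and epithelial genes (0.0177) lower. Those 6 had an adjusted p = 0.68 with an estimated correlation. Adjusted over the list alone, 0 genes of ATF4, interferon and HOX, 1 lower gene each of mesothelial and epithelial, and 1 higher and 1 lower of hypoxia were called. The list of sex-linked genes was not called (0 of 5 genes, camera adjusted p = 0.862).

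Overlap between comparisons was counted next, where r is across genes and genes are not independent replicates. With shBAP1, 3519 genes were called in the same direction in H2810 and MSTO-211H and 679 in opposite directions, where independence would give 1681 and 1678 (r = 0.29). At 2-fold or more in both lines, 262 fell in both (62.7 by independence) and 40 rose in both (6.82). With GSK126, 1510 genes were called in the same direction in H2810 and H2731 and 365 in opposite directions (587 and 571 by independence, r = 0.18). In H2810, shBAP1 and GSK126 called 1236 genes in the same direction and 1471 in opposite directions (1100 and 1102 by independence, r = -0.09). At 2-fold or more, 104 genes fell with shBAP1 and rose with GSK126, against 23.2 by independence, and 38 changed in the same direction, against 8.92. No gene was called by edgeR in both the mouse and a human knockdown, since 0 were called in the mouse; with DESeq2, 81 genes changed in the same direction in BNC and in H2810 with shBAP1 (45.3 by independence), and 90 in BNC and MSTO-211H (49.5).

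The 3' UTRs of 11315 genes were searched for 7-mers tied to the shBAP1 effect, a scan chosen after the shared falls were seen. Of 15833 7-mers, GCACCTT had the lowest score in both lines (-14.52 in H2810 and -12.32 in MSTO-211H), and scores of -0.05 and 1.45 with GSK126 in H2810 and H2731. Of the 1193 genes with it, 535 were called lower in H2810 and 556 in MSTO-211H, against 1482 and 1750 of 7616 genes with neither it nor CACCTTT, ACCTTTA or CACCTTA. GCACCTTTA occurs in the coding sequence of BAP1, in exon 16 of 17 on chromosome 3 from 52402623 to 52402631 of GRCh38.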

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

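Among the tests below, that of a shift from the scaling was chosen after the result was seen. Each result in this part was set aside because the response of 1 line differed from that of the other by a test of the difference itself, with 2 libraries per group.

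The response to shBAP1 differed between MSTO-211H and H2810 for 4397 genes (edgeR interaction, adjusted p under 0.05). The interferon list differed with a camera adjusted p = 1.07e-30, and MX1 (-3.82), GBP1 (-3.38) and IFI6 (-2.34) had the lower effect in MSTO-211H. Antigen presentation differed with 0 higher and 11 lower of 20 genes (0 and 12 adjusted over the list alone; camera adjusted p = 5.7e-09, and 0.16 with an estimated correlation). The growth factor receptor genes FGFR3 (3.33) and FGFR1 (-0.41) differed in opposite directions. The envelope gene ERVFRD-1 (4.73), the transcription inhibitor ID2 (4.16), the kinase gene MYLK3 (4.02) and the noncoding LINC02593 (3.67) had the higher effect in MSTO-211H, and CRYBG1 (-3.56) and the somatostatin receptor SSTR1 (-3.23) the lower. For 2 genes a group was almost without counts, so the fitted difference depends on the prior count. The complement regulator C4BPA (5.13) went from 1 to 58 counts in MSTO-211H and from 1174 to 1479 in H2810, and the scaffold gene MPP1 (-3.52) from 28 to 1 in MSTO-211H and from 1921 to 919 in H2810.

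Further lists differed between the responses to shBAP1 by camera. NF-kB genes had 11 higher and 4 lower of 28 (11 and 5 adjusted over the list alone; adjusted p = 0.000363), and p53 targets 8 and 4 of 26 (11 and 4; 0.0134). Lower effects in MSTO-211H were seen in HOX genes with 1 and 11 of 33 (1 and 13; 0.0107), ATF4 genes with 1 and 17 of 30 (1 and 18; 0.000433), proliferation genes with 7 and 20 of 40 (9 and 21; 0.0168) and sterol genes with 4 and 12 of 32 (5 and 15; 0.0188). With an estimated correlation none of the 6 held, at an adjusted p = 0.16, 0.16, 0.16, 0.187, 0.407 and 0.577 in that order.

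With GSK126, the responses of H2731 and H2810 differed for 2358 genes. Sterol genes had the larger effect in H2731 (camera adjusted p = 5.66e-24), with HMGCS1 at 1.08. Interferon-stimulated genes had the lower one (adjusted p = 7.73e-13), with the ubiquitin-like ISG15 at -1.44. That list lay far lower in H2731 than in H2810 under DMSO (median -3.68), so a response of members near the floor is poorly measured there. YAP/TEAD targets were higher in H2731 for 12 genes and lower for 3 of 25 (adjusted p = 3.14e-15), with ANKRD1 at 1.60 and CCN2 at 1.41. Mesenchymal genes had 15 higher and 2 lower of 32 (17 and 3 adjusted over the list alone; adjusted p = 1.57e-08), proliferation genes 5 and 19 of 40 (7 and 20; 2.45e-07), antigen presentation 1 and 8 of 20 (1 and 9; 0.00391), mesothelial markers 6 and 1 of 20 (0.00614) and HOX genes 6 and 0 of 31 (0.0434). With an estimated correlation these 6 lists had an adjusted p = 0.054, 0.0666, 0.0666, 0.0885, 0.0902 and 0.484 in that order, and the interferon list 0.054.

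Single genes whose response to GSK126 differed were the cholesterol exporter ABCA1 (-3.93), the junction gene JUP (-1.63), FGF2 (0.99), FGFR1 (-0.31) and EZH2 (-0.28), where EZH2 was not called with DESeq2 (adjusted p = 0.0903) or without H2810 GSK126 replicate 2 (0.0528). The other large differences rest on a group with few counts. In H2731 the annexin ANXA10 (2.55) went from 2 to 15 counts, RIPOR2 (2.22) from 5 to 17 and the collagen COL6A3 (2.18) from 16 to 57. In H2810 the exchange factor ARHGEF4 (-3.35) went from 3 to 31, the glypican GPC4 (-2.90) from 1 to 12, the plexin PLXNB3 (-2.86) from 2 to 11 and the peroxidase GPX3 (-2.79) from 2 to 16. RGS4 (adjusted p = 0.00705) went from 0 to 7 and COPZ2 (adjusted p = 0.0467) from 0 to 6 in H2731, so no fold is given. Most of these calls fell away under an alternative. Without H2731 DMSO replicate 1, RGS4 (adjusted p = 0.0683), COPZ2 (0.178) and ANXA10 (0.175) were not called, RIPOR2 not without H2731 GSK126 replicate 1 (0.113) or DMSO replicate 2 (0.0544), and COL6A3 not with limma-voom (0.0564). Without H2810 DMSO replicate 2, GPC4 (-1.94, adjusted p = 0.313), PLXNB3 (-2.76, 0.0985) and GPX3 (-1.76, 0.214) were not called, and without H2810 GSK126 replicate 2 they were not either (0.158, 0.101 and 0.104). COPZ2, ANXA10, GPC4 and PLXNB3 also lost the call without other libraries, where the adjusted p ran from 0.0521 to 0.178. DESeq2 did not call COPZ2 (0.072), ANXA10 (0.0993), GPC4 (0.182), PLXNB3 (0.0656) or GPX3 (0.063), and GPC4 was not called with no filter on low counts (0.0604).

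The pattern weighed here is the rise of interferon-stimulated genes in H2810 with shBAP1 and with GSK126. A single unusual library is argued against, since at least 37 of 40 members were called higher with shBAP1 and at least 32 with GSK126 whichever library was left out. The choice between TMM and RLE scaling is argued against too, since the list medians of 1.11 and 0.55 lie far above the 0.03 by which the median gene moved. The list thus rose relative to other genes. A shift of all genes stays open, because both scalings hold the median gene near 0. For the knockdown, an interferon response to the hairpin RNA itself, differing between the hairpins, stays open and was not tested; it does not apply to GSK126. Loss of BAP1 and inhibition of EZH2, the biological explanations that the design gives, stay open too, and no test here decides them.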

How the results depend on the processing

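For the mouse, BNC replicates 4 and 5 counted as 1 library and the pattern of Xist and Ddx3y as a block were chosen after the data were seen; the other alternatives were planned. Of 216 results for named genes 202 were called, 182 of these kept their call under every alternative run for them, 20 lost it under at least 1, and 0 called results changed direction. Over these results and all alternatives, 2391 of 2475 values kept direction and side of the threshold, 74 were weaker, 2 stronger and 8 reversed. RLE scaling changed 0 of 216 values, DESeq2 made 14 of 212 weaker, and leaving out a library made 51 of 998 weaker, 2 stronger and 5 reversed.

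DESeq2 called 302 genes in the mouse where edgeR called 0, the replicate block 1, and the pattern of Xist and Ddx3y as a block 1. It called fewer genes for GSK126: 2783 against 4681 in H2810, 2123 against 3959 in H2731 and 1401 against 2358 for their difference. For GSK126 in H2731 the count ran from 2338 to 3185 with a library left out. The cause was not tested, apart from the fewer libraries in the last. The total shBAP1 counts for either line and for their difference stayed within 1.5 times under every alternative. With only the 2 groups compared, 6280 genes were called in H2810 and 8546 in MSTO-211H, against 7277 and 7327 with the spread shared over both lines.

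Lists called depended on the test. With the preset correlation, an estimated correlation and fry in that order, the numbers were 7, 0 and 0 in the mouse, 8, 2 and 14 for GSK126 in H2810, 6, 1 and 18 in H2731, 9, 1 and 22 for the lines under DMSO, 8, 1 and 18 for shBAP1 in H2810, and 9, 0 and 18 in MSTO-211H. For each of the 2 response differences they went from 8 to 1 with an estimated correlation. Fry compares a list with no change and not with other genes.

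Overlaps shrank by construction when a 2-fold change was also required, and with DESeq2 where fewer genes were called. For GSK126 in both lines, 43 genes were called in the same direction and 1 in the opposite at 2-fold, and 752 and 175 with DESeq2. For shBAP1 in both lines, 302 and 27 did so at 2-fold, and 438 were opposite with DESeq2. For shBAP1 and GSK126 in H2810, the same and opposite numbers were 38 and 106 at 2-fold, and 695 and 807 with DESeq2. Between the mouse and shBAP1, DESeq2 gave 81 in the same and 39 in the opposite direction for H2810, and 90 and 38 for MSTO-211H.

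The 8 reversals were in results near 0 that were not called. Ezh2 in the mouse, at -0.05, was 0.11 with limma-voom, 0.19 with the replicate block, and from -0.59 without NC replicate 5 to 0.81 without NC replicate 4. The FGFR1 log2 fold change in shBAP1 vs random shRNA in H2810, at 0.02, was -0.00490 with the stricter filter. FGFR2 with GSK126 in H2731, at -0.08, ran from -0.31 without DMSO replicate 1 to 0.15 without DMSO replicate 2. The difference in BAP1 between the responses to shBAP1, at 0.18, ran from -0.11 without H2810 shBAP1 replicate 1 to 0.49 without H2810 shBAP1 replicate 2, where it was called. The cause was not tested. Leaving out a library leaves 1 in a group of 2, which is assumed to vary like the other groups. With BNC replicates 4 and 5 as 1 library, 0 genes were called. Depth limits the genes with few counts: FGFR2 in the knockdown table and Fgfr4 in the mouse had too few to be tested.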

Other observations

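Among the tests in this part, those of GCACCTT as the source of most falls, of 3' UTR composition and of GTAGGC, and the comparison with genes that hold none of the 4 7-mers, with its refit, were chosen after the result was seen.

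In H2810, 104 genes fell at least 2-fold with shBAP1 and rose at least 2-fold with GSK126, against 23.2 by independence (one-sided Fisher's exact p = 9.56e-41, across genes, which are not independent replicates). Genes that changed in the same direction were in excess by a like factor, 38 against 8.92, and 29 of these rose with both, against 5.85. Named after their values were seen, the calsyntenin CLSTN2 fell by 2.27 ± 0.11 (10.3 against 49.7 CPM) and rose by 2.22 ± 0.09 (36.3 against 7.74 CPM), and DAAM2 of Wnt signalling fell by 3.11 ± 0.22 and rose from 27.6 to 78.1 CPM.

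The falls of HOX genes with shBAP1 in MSTO-211H were spread over the 4 clusters: 6 of 11 measured HOXA genes, 5 of 9 HOXB, 6 of 7 HOXC and 6 of 6 HOXD genes fell and 0 rose, with medians of -0.52, -0.45, -0.78 and -0.79. In H2810 with shBAP1, 0 rose and 2 fell in HOXA, 3 and 3 in HOXB, 2 and 2 in HOXC and 0 and 2 in HOXD.

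The genes that fell with the BAP1 hairpin in both lines may in part reflect silencing by the hairpin's own seed. GCACCTT, the 7-mer with the lowest score in either line, is argued against as the source of most of these falls. Of the 229 searched genes, 25.8% hold it (95% interval 20.2 to 31.9%), against 10.2% of other genes. The other genes had to reach a mean log2 CPM of at least 1, and the 229 did not. The share of falls with any of GCACCTT, CACCTTT and ACCTTTA, the 7-mers of GCACCTTTA, was not counted. A hairpin that matches GCACCTTTA therefore stays open as the source of most of these falls. Composition of the 3' UTR is argued against as the source of the score of GCACCTT, since of 400 7-mers with the same letters the lowest in both lines, CGCATTC, scored -2.25 in H2810 and -2.60 in MSTO-211H, but for falls without GCACCTT it was not tested and stays open. A candidate source of part of the falls is a hairpin that matches GCACCTTTA in BAP1: the 667 genes with only ACCTTTA lay below genes with none of GCACCTT, CACCTTT, ACCTTTA and CACCTTA by -4.45 standard errors in H2810 and -7.04 in MSTO-211H (-2.90 and -5.71 before the refit, with the regression on all genes), and ACCTTTA ranked 2 and 1 from the lowest of 14422 7-mers scored so. ACCTTTA is no site of the miR-18 family, whose site is GCACCTT followed by A, which argues against that microRNA as the only source, though the 515 genes with CACCTTA but without GCACCTT and ACCTTTA also lay lower, by -3.76 and -3.16, and other microRNAs were not tested. The planned form of this test took 0 as its reference, where the values were -0.81 and -3.72 and its bound of 2 standard errors was missed in H2810, but residuals are centred on all genes and those with none of the 7-mers lay at 0.0398 and 0.0494.

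A planned test asked whether any 7-mer of the BAP1 transcript lay in most of the shared falls, and TATTTTT did, in 63.8% (57.2 to 70.0%). Its threshold was met, yet the test decides nothing, because 53.2% of other genes hold that 7-mer too. The same holds for the 40 shared rises, a candidate effect of the random hairpin: AAATAAA lay in 66.7% (48.2 to 82.0%) of 33 searched genes and in 56.5% of others. GTAGGCA, the 7-mer with the highest score in H2810 (9.73), scored 0.90 in MSTO-211H, which argues against that seed as the source of rises in both lines and leaves it open in H2810 alone. Loss of BAP1 stays open as the source of the shared falls and rises, and the labels do not say how many hairpins against BAP1 were used.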
